A study of Mus musculus with 12 samples. Its data were reported in "IL-17/CXCL5 signaling within the oligovascular niche mediates human and mouse white matter injury" (2022).

How the data were processed

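White matter of 6 male Tie2-Cre:RiboTag mice was used, 3 on a control-fat diet (10% of kcal from fat) and 3 on a high-fat diet (60% of kcal from fat). Each mouse gave a library of RNA from an anti-HA ribosome pulldown (IP) and a library of input RNA, so that 12 libraries fell into 4 groups of 3. Groups and animal numbers were taken from the sample labels. The labels and the study's methods name different library preparation kits, so the method of ribosomal RNA removal is uncertain.

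The authors aligned paired-end reads to the mouse mm10 genome with STAR and deposited 1 table with a row per gene symbol. The deposited counts are whole numbers per gene and library that were not normalized. How reads were assigned to genes, and whether strand was used, is not stated, so genes with near-identical copies or overlapping neighbours are uncertain. The authors also deposited FPKM values, which follow from the counts, 1 length per gene and the library total, and a normalized signal per gene and library, scaled to a common library size. The log2 fold changes and the p-values in the authors' deposited table come from their own edgeR comparisons, whose model is not stated, of genes with at least 1 count in any library. The deposited FPKM served only to obtain gene lengths, and the deposited signal was not used in any comparison. No mitochondrial gene was listed in the table, and no row named anything but a gene.

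Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 4 groups, with a minimum count of 10 and a minimum total of 15, which left 14354 of 24060 genes. Library sizes were scaled by TMM, and CPM are counts relative to the scaled library size, in the usual unit of that name. A model with 4 group means and no block was fitted with glmQLFit to all 12 libraries, and 5 contrasts were tested with glmQLFTest. These were HFD IP against CFD IP, IP against input in each diet, HFD input against CFD input, and the interaction of diet and fraction. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and an adjusted p under 0.1 was called, as in the study. A standard error was taken as the fold change divided by the square root of the F statistic. Genes that the filter dropped were tested only in the fit with no filter.

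Marker sets of 8 cell types were tested with camera of limma 3.58.1 at a preset correlation of 0.01, on log2 CPM with a prior count of 2, and adjusted over the 40 tests of sets and comparisons. Single values were compared by two-sided exact permutation tests, over the 20 splits of 3 animals against 3 or the 64 sign changes of 6 pairs. A share in 1 library has a 95% Wilson interval, and a floor of 3 counts was taken for a count of 0. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. A fold against a group with all libraries at or under 3 counts was computed against that floor and is a lower bound. Coordinates are those of the RefSeq annotation of GRCm38, the assembly also called mm10, and each names a whole gene with its exons and introns. Rn45s and Adrbk1 were not matched by symbol to that annotation.

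The genes named were fixed lists and, for each comparison, at most 5 genes with the smallest p in each direction among those called. Not every gene that met this rule is printed. The fixed lists held the IL-17 family with Cxcl5, the genes the study measured again by quantitative PCR, the markers it plotted for endothelial cells, pericytes and oligodendrocyte progenitor cells (OPCs), genes that test the labels, and abundant RNAs. The rule, the sets, the design and most alternatives were fixed before the data were examined. The neighbours of Il17rb were added afterwards, as were lists of 12 macrophage, 8 neutrophil and 8 platelet genes used in a check of the pulldown of animal 517. The rule for reading that check was made more cautious after its value was seen.

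The alternatives fixed beforehand were RLE scaling, no filter, the likelihood ratio test, DESeq2 1.42.0, leaving out Rn45s and Lars2, an adjusted p under 0.05, leaving out each animal with both its libraries, fitting only the 6 libraries compared, and a replicate block. The animal number pairs IP and input, since both came from 1 mouse. Within a group, the deviations from the mean log2 CPM of the IP and the input of an animal correlated across genes at 0.0064 to 0.19, against a median of -0.018 for libraries of different animals. The block was fixed for IP against input and for the interaction, and random, by limma voom with duplicateCorrelation, for comparisons between animals. For the marker sets, fry and camera with an estimated correlation were added. Replicates differed by far more than sampling noise, with a chi-square per degree of freedom of at least 129 between any 2 libraries of a group.

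The analysis was tested on simulated counts drawn from the mean and dispersion of each gene, with 200 genes changed in 1 group. At a log2 change of 4, 60.4% of the 192 changed genes tested were called, with 10 false calls among 13950 genes. At a log2 change of 2, 18.4% of 196 were called, with 9 false calls among 13945 genes. The median ratio of the fitted to the true change was 1.02 and 0.999, and 1 and 7 changed genes had a fitted change in the wrong direction. With the dispersion divided by 10, 74.0% of 200 genes changed by 2 on the log2 scale were called, with 20 false calls among 14198 genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.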

Results

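Messenger RNA bound to ribosomes in white matter endothelia was profiled in Tie2-Cre:RiboTag mice fed a high-fat diet (HFD, 60% of kcal from fat) or a control-fat diet (CFD, 10% of kcal from fat). In these mice, Cre recombinase under the promoter of Tie2, whose mouse gene symbol is Tek, switches on a hemagglutinin (HA) tag on the ribosomal protein Rpl22, so that an anti-HA pulldown (IP) collects ribosomes from cells of the Tie2 lineage. Each of 6 mice gave an IP library and an input library of the whole white matter sample. The 12 libraries formed 4 groups of 3, with animals 489, 555 and 556 on CFD and animals 516, 517 and 676 on HFD. Library totals ranged from 19567186 to 33660708 counts. The IP groups averaged 29080286 ± 820354 counts (SD, n = 3) in CFD and 31319612 ± 2328643 counts (SD, n = 3) in HFD. The input groups averaged 22491646 ± 2877256 counts in CFD and 23317601 ± 3387075 counts in HFD (SD, n = 3 each). The table listed 24060 genes, of which 18302 had at least 1 count in any library. A library detected from 12793 to 16427 genes.

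Genes that test the labels were examined first. The Y-linked gene Ddx3y had from 215 to 1492 counts in all 12 libraries. Xist, the X-linked RNA expressed in females, had 133 counts in the HFD input of animal 676, 7 counts in the HFD input of animal 516, and at most 1 count in each of the other 10 libraries. Tek had 0 counts in 3 of the 6 IP libraries and its highest count, 80, in the CFD IP of animal 556. Rpl22 had from 422 to 2384 counts in every library.

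A single feature, Rn45s, the 45S precursor of ribosomal RNA, took a large share of the counts. It held 40.0% ± 1.97 (SD, n = 3) of the counts in CFD IP, 18.0% ± 1.06 (SD, n = 3) in HFD IP, 10.9% ± 2.97 (SD, n = 3) in CFD input and 8.003% ± 1.51 (SD, n = 3) in HFD input. The highest single value was 42.3%, in the CFD IP of animal 556, with a 95% Wilson interval from 42.29% to 42.33%. The share was higher in IP than in input in all 6 animals, by 1.84 to 4.5 times, with a two-sided exact permutation p of 0.03125 over 64 sign changes, the smallest that 6 pairs can give. The mean share in HFD IP was 0.449 times that in CFD IP and the groups did not overlap. The exact permutation p for this difference was 0.1, the smallest that 3 animals against 3 allow. Between the inputs of the diets the exact permutation p was 0.2.

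**Figure D1:**
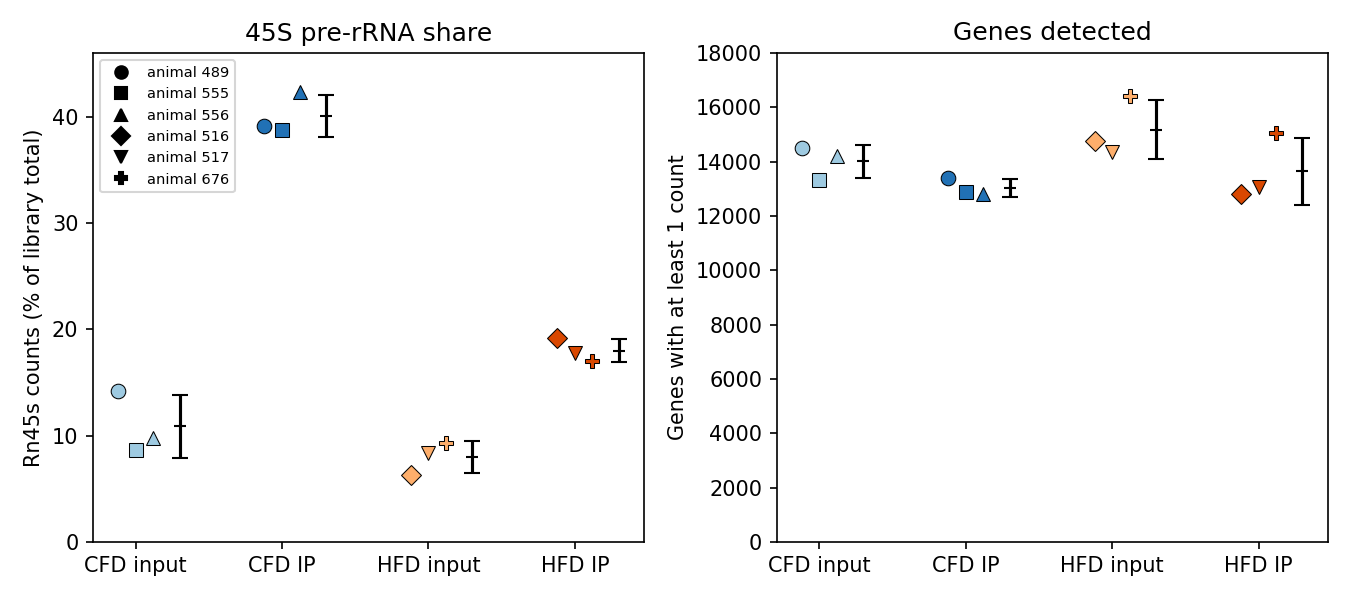
The left panel plots the share of each library's counts assigned to Rn45s in percent, and the right panel the number of genes with at least 1 count, by group, with 1 symbol per animal and the mean ± SD of 3 libraries beside each group. The CFD IP libraries lie between 38.7% and 42.3% in the left panel, above the HFD IP libraries at 17.1% to 19.1%.

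The comparison the study was built around, HFD IP against CFD IP, asks which ribosome-bound transcripts of white matter endothelia differ with diet. With edgeR's quasi-likelihood test on 14354 genes, 8 genes had an adjusted p under 0.1, 3 higher and 5 lower in HFD, while 1565 had an unadjusted p under 0.05. The spread between libraries was wide, with a common biological coefficient of variation of 101%. The number of genes depended strongly on the fit. It was 219 with no filter, 227 with a likelihood ratio test and 770 with DESeq2. The authors' deposited table lists 172 genes under the same threshold, 112 higher and 60 lower, among 18302 genes, and all 8 genes are among them.

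The 5 genes lower in HFD IP were led by Rn45s, with a log2 fold change of -1.71 (SE 0.202) and an edgeR adjusted p of 0.000311. Lars2, on chromosome 9 at 123366927 to 123462675 of the mm10 assembly, had a log2 fold change of -1.61 (SE 0.257) and an edgeR adjusted p of 0.0187. Its counts stood at 3.54% to 4.36% of those of Rn45s in all 12 libraries. Pou6f1, on chromosome 15 at 100575318 to 100600061, fell from 194 ± 65.8 CPM to 38.6 ± 15.9 CPM (SD, n = 3 each), with an edgeR adjusted p of 0.0507. Nab2, on chromosome 10 at 127660918 to 127666703, fell from 194 ± 64.5 CPM to 39.1 ± 9.32 CPM (SD, n = 3 each), with an edgeR adjusted p of 0.0507. The microRNA gene Mir6236, on chromosome 9 at 110281287 to 110281409, had a log2 fold change of -2.16 (SE 0.417) and an edgeR adjusted p of 0.0698.

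The 3 genes higher in HFD IP were 9330117O12Rik, Dnttip2 and Ptpro. 9330117O12Rik, on chromosome 18 at 54611744 to 54639870, had 0 counts in all CFD IP libraries and was at least 227-fold higher in HFD IP, with an edgeR adjusted p of 0.0507. The IP library of animal 516 held 78.0% of its HFD IP level. Dnttip2, on chromosome 3 at 122274414 to 122285271, rose from 2.29 ± 0.967 CPM to 45.3 ± 10.1 CPM (SD, n = 3 each), with an edgeR adjusted p of 0.0507. Ptpro, on chromosome 6 at 137252299 to 137464634, rose from 2.53 ± 0.525 CPM to 70.2 ± 70.7 CPM (SD, n = 3 each), with an edgeR adjusted p of 0.0837. Of the 8 genes, Rn45s alone kept an edgeR adjusted p under 0.1 in all 6 fits that each left out 1 animal. The number of genes called was 20 without animal 489, 4 without animal 516 or animal 556, and 1 without animal 517. With the animal as a random block in limma voom, the 3 higher genes were not called. Their limma adjusted p-values were 0.294 for 9330117O12Rik, 0.436 for Dnttip2 and 0.51 for Ptpro. The consensus correlation within animals was 0.0641, and the test changed together with the block. Whether the block or the test lost these genes was not examined. With the GC trend removed, none of the 6 genes with a GC value was called, although their log2 fold changes moved by at most 0.22.

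The IL-17 family and Cxcl5 were the study's main candidates. Of the 12 genes listed, 6 had enough counts to be tested, and none had an edgeR adjusted p under 0.1 over all genes. With the p-values adjusted over the list alone, 2 of the 6 passed, but the study chose the list on these samples, so that count is not independent evidence. Il17rb, on chromosome 14 at 29996168 to 30008896, had 904 counts in the HFD IP library of animal 517 and 1 count in each of the other 2 HFD IP libraries, against 0 or 1 in the CFD IP libraries. Its fitted log2 fold change was 8.83 (SE 2.78), with an edgeR adjusted p of 0.322. Measured against the 3 counts that a count of 0 allows, the mean was at least 63.9-fold higher in HFD IP, and 99.8% of it came from animal 517. Without that animal the fitted log2 fold change was 0.76, with an edgeR adjusted p of 0.961, and all IP libraries left were at or under 3 counts. Cxcl5, on chromosome 5 at 90759298 to 90761625, had 1062 counts in the IP library of animal 517, 42 in that of animal 516 and 1 in that of animal 676, against 0 in all CFD IP libraries. Its mean was at least 78.1-fold higher in HFD IP, or at least 4.77-fold without animal 517. The fitted log2 fold change was 11.35 (SE 3.38), with an edgeR adjusted p of 0.314, or of 0.602 without animal 517. A single library therefore decided both values in these data. Il17ra, Il17rc, Il17rd and Il17d had unadjusted p-values from 0.0746 to 0.831 in the edgeR test. Il17a, Il17c and Il17f had 0 counts in all 12 libraries, Il17b and Il25 had at most 10 in any library, and Il17re had 24 in the HFD input of animal 676, 3 in the HFD IP of that animal and 0 elsewhere.

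**Figure D2:**
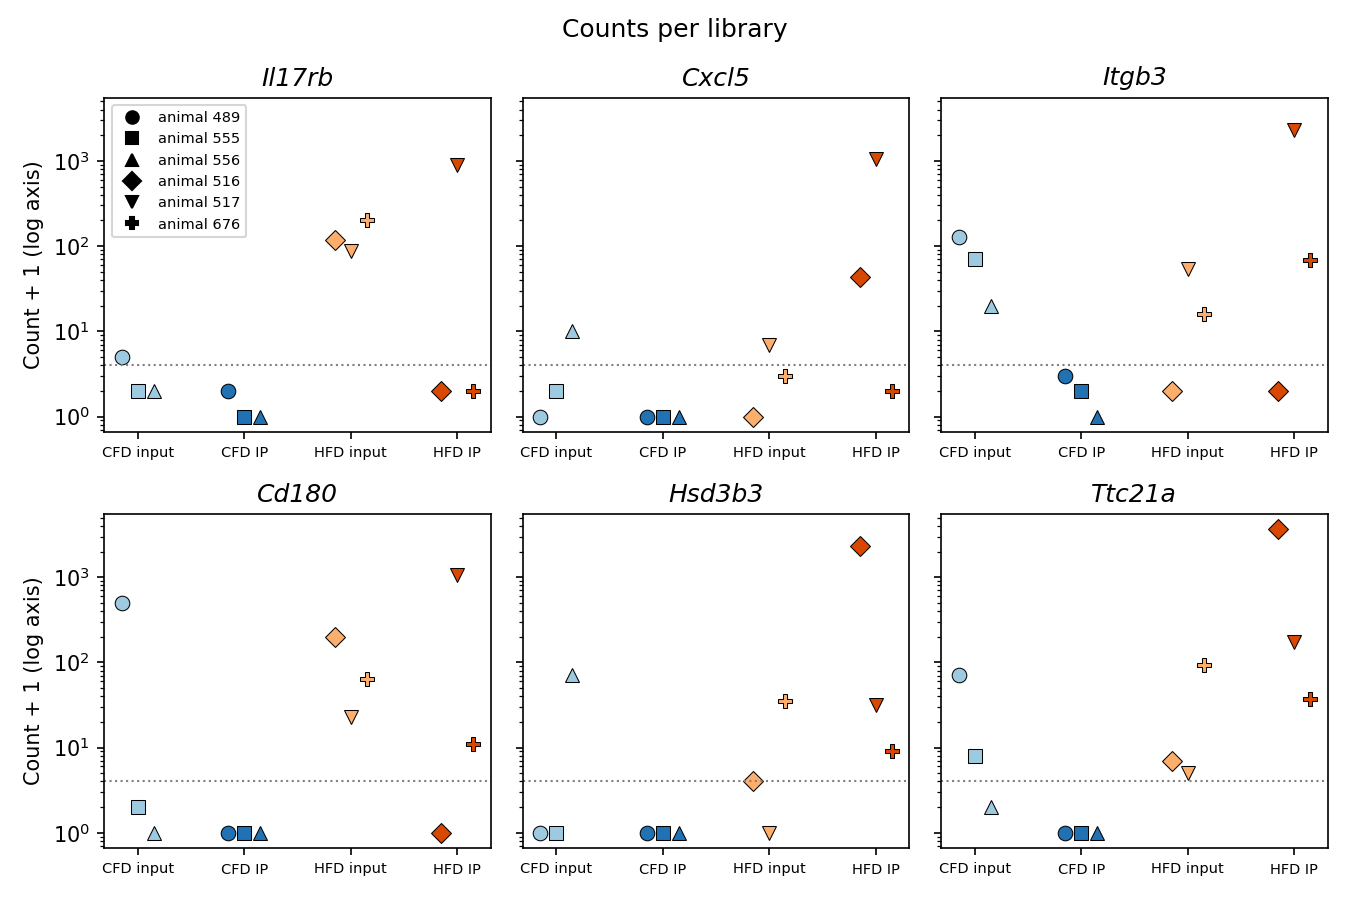
Counts plus 1 per library on a log axis for 6 candidate genes, by group, with 1 symbol per animal and a dotted line at 3 counts. Il17rb and Cxcl5 exceed 100 counts in the HFD IP library of animal 517 and in no other IP library.

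For other genes measured again by quantitative PCR in the study, apart from Slc2a1, 1 library also held most of the HFD IP level. In CFD IP none of Itgb3, Cd180, Hsd3b3, Tnfrsf10b and Ttc21a exceeded 2 counts. In HFD IP, animal 517 held 97.3% of the Itgb3 level and 99.1% of the Cd180 level, and animal 516 held 98.4% for Hsd3b3, 99.7% for Tnfrsf10b and 94.9% for Ttc21a. Without that library, HFD IP was still at least 21.7-fold higher than CFD IP for Ttc21a, at least 6.66-fold for Itgb3 and at least 4.06-fold for Hsd3b3, with no bound above 1 for Cd180 and Tnfrsf10b. Slc2a1, which encodes the glucose transporter Glut-1, was 36.5 ± 10 CPM in HFD IP and 63.3 ± 7.81 CPM in CFD IP (SD, n = 3 each), with an edgeR adjusted p of 0.661. Of the 8 genes on this list, 7 were tested. None passed over all genes, and 6 passed when adjusted over the list alone, which is not independent evidence either. With no filter all 8 were tested, and 6 had an edgeR adjusted p under 0.1 over all genes.

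The comparisons of IP with input ask what the pulldown enriched. In CFD, 27 genes had an edgeR adjusted p under 0.1, 25 higher and 2 lower in IP, and 1697 had an unadjusted p under 0.05. The balance of directions depended on the fit. The likelihood ratio test called 128 higher and 149 lower, and DESeq2 400 and 416. With no filter there were 214 higher and 98 lower, and with the animal as a block 97 and 42. In the main fit, the higher genes are given first. Rn45s led with a log2 fold change of 2.72 (SE 0.209), followed by Lars2 at 2.68 (SE 0.267), Ppp1r9b at 1.90 (SE 0.323), Mir6236 at 2.33 (SE 0.42) and Adrbk1 at 2.01 (SE 0.381), with edgeR adjusted p-values from 1.12e-07 to 0.0589. Ppp1r9b lies on chromosome 11 at 94991212 to 95006898. Dnttip2 was lower in IP, at a log2 fold change of -3.64 (SE 0.772) with an edgeR adjusted p of 0.0832. Rn45s and Lars2 were the only 2 of the 27 genes called in all 6 fits that left out 1 animal, and the number called was 4 without animal 489, 2 without animal 555, 3 without animal 556 and 52 without animal 516. With the animal as a block, since IP and input came from the same mice, 139 genes were called, all 27 among them.

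In HFD, 2 genes had an edgeR adjusted p under 0.1 between IP and input, Rn45s at a log2 fold change of 1.61 (SE 0.201) and Lars2 at 1.77 (SE 0.258), and 935 had an unadjusted p under 0.05. With the animal as a block, 24 genes were called. The number called was 0 without animal 516, 1 without animal 517 and 35 without animal 676.

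Markers that the study plotted were then compared. All 5 endothelial markers, Cldn5, Meox1, Vwa1, Egfl7 and Foxq1, had a fitted change towards IP in CFD, and 3 of the 5 in HFD. None had an edgeR adjusted p under 0.1 in either diet, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05 in CFD. With no filter, 1 of the 5, Egfl7, had an edgeR adjusted p of 0.0546 in CFD and none passed in HFD. For each of the 5, a single library held most of the CFD IP counts, such as 3650 counts of Egfl7 in animal 556 against 37 in animal 489 and 25 in animal 555. Without animal 556, 1 of the 5 had a fitted change towards IP in CFD. The lowest number over the alternatives that kept all animals was 2 in CFD and 1 in HFD. None of the 5 pericyte markers changed towards IP in CFD, or 1 without animal 489, 555 or 556, and 2 did in HFD, or 5 without animal 516 and 1 without animal 676. For the 5 OPC markers the number was 3 in each diet, or 5 in HFD without animal 516 and 2 in HFD without animal 517, and 1 OPC marker passed in CFD when adjusted over the list alone.

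Wider marker sets of 8 cell types were tested with camera in the 5 comparisons, 40 tests in all. The endothelial set, 15 tested genes of 18 listed, was not called between IP and input in CFD, with a camera adjusted p of 0.592 and a median log2 fold change of 0.13, or -0.04 with genes at or under 3 counts set to their bound. Without animal 556 the direction reversed, at a camera adjusted p of 0.957. In HFD the camera adjusted p was 0.403 and the median -0.65, and without animal 516 the set was lower in IP at a camera adjusted p of 0.0598. The neuron set was higher in HFD IP than in HFD input, in 9 of 12 genes, with a median log2 fold change of 0.58 and a camera adjusted p of 0.00948, or of 0.105 without animal 676. No set passed between CFD IP and CFD input, where none had an unadjusted p under 0.05. No set passed between HFD IP and CFD IP, where 2 had an unadjusted p under 0.05, and 1 passed without animal 556. No call held under fry, where the neuron set had an adjusted p of 0.14, or with an estimated correlation between genes.

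Summed over all genes of a set, the endothelial CPM in IP over the input of the same animal had a mean log2 ratio of 0.67 ± 1.19 (SD, n = 6 animals). It was above 0 in 5 of 6 animals, with a two-sided exact permutation p of 0.1562, or 0.3 after Benjamini-Hochberg adjustment over the 8 sets. Without animal 556 the mean was 0.29. Slc2a1 gave 62.6 of the 75.62 CPM in the CFD IP of animal 489 and 55.9 of 78.05 in that of animal 555. Egfl7 gave 205 of 305.6 CPM in the CFD IP of animal 556. In HFD IP, Slc2a1 gave 40.6 of 114.2, 43.9 of 90.79 and 25.1 of 52.17 CPM in animals 516, 517 and 676. The sums in CFD IP therefore rest largely on a single gene each, and the ratio without these genes was not computed. The blood set, of which 2 of the 10 genes had enough counts to be tested one by one, was lower in IP in 6 of 6 animals, with an exact permutation p of 0.03125 and an adjusted value of 0.25.

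**Figure D3:**
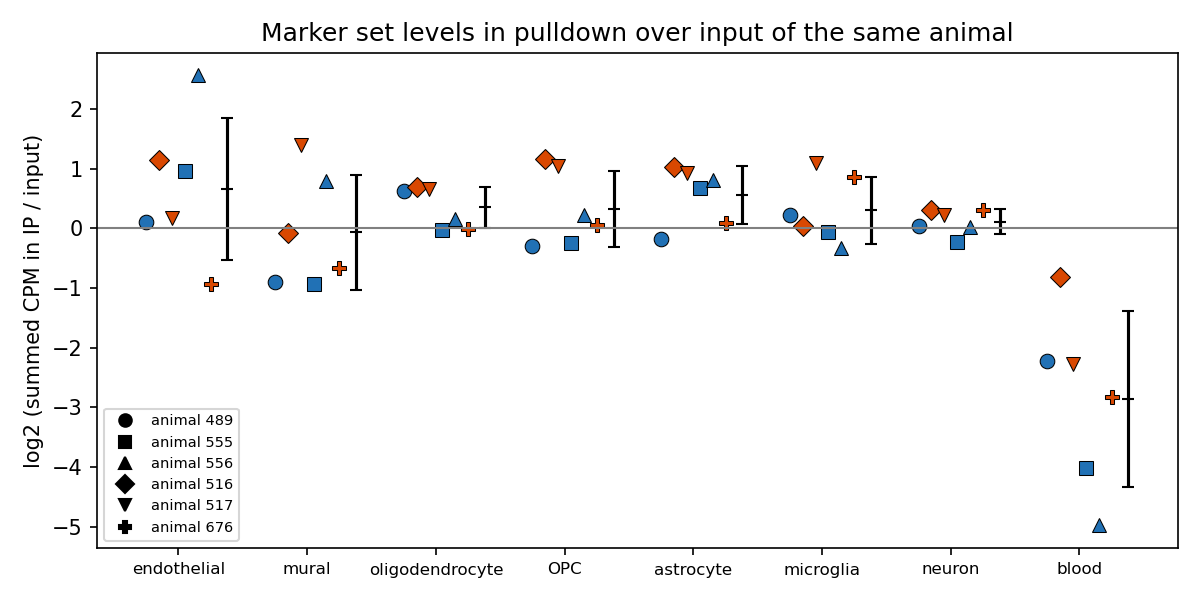
The log2 ratio of the summed CPM of each marker set in IP over the input of the same animal, with 1 symbol per animal, CFD animals in blue and HFD animals in orange, and the mean ± SD of the 6 animals beside each set. The endothelial ratios run from -0.94 to 2.56, and the ratios of the blood set are all below 0.

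Diet in the whole white matter was the background of the main comparison. Between HFD input and CFD input no gene had an edgeR adjusted p under 0.1, and 292 had an unadjusted p under 0.05. Without animal 676, 1 gene was called. Il17rb had 118, 87 and 203 counts in the HFD inputs of animals 516, 517 and 676 against 4, 1 and 1 in the CFD inputs, or 4.55 ± 2.31 CPM against 0.0811 ± 0.0784 CPM (SD, n = 3 each). The fitted log2 fold change was 5.75 (SE 2.38), with an unadjusted p of 0.0245 and an edgeR adjusted p of 1. Without animal 676, whose input held the Xist counts, the log2 fold change was 5.24. Camera placed 3 sets past the threshold in this comparison. The neuron set was lower in HFD input in all 12 genes, with a median log2 fold change of -0.30 and a camera adjusted p of 0.00948. The astrocyte set was lower in 9 of 10 genes, with a median of -0.47 and a camera adjusted p of 0.0466. The endothelial set was higher in 10 of 15 genes, with a median of 1.33 and a camera adjusted p of 0.0882. None of these passed under fry. Without animal 555 or animal 676 no set was called, and without animal 556 there was 1. The camera adjusted p-values without animal 555 were 0.197, 0.326 and 0.39 for the neuron, astrocyte and endothelial sets.

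The interaction of diet and fraction asks whether the difference between diets in IP departs from that in input. No gene had an edgeR adjusted p under 0.1, and 770 had an unadjusted p under 0.05. Without animal 556, 1 gene was called. For Cxcl5 the interaction had an unadjusted p of 0.00671 and an edgeR adjusted p of 0.829, and for Il17rb 0.31 and 0.951. No marker set passed the threshold, and none had an unadjusted camera p under 0.05. Without animal 516, 1 set passed.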

Values the study reported

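The study reported 112 genes higher and 60 genes lower in white matter endothelia of obese mice than in those of normal-weight mice, at a false discovery rate below 0.1. It gave an 8.83-fold increase of Il17rb with a false discovery rate of 0.090, and an 11.35-fold increase of Cxcl5 with a false discovery rate of 0.064. Beyond sequencing, it reported both genes higher by quantitative PCR of pulldowns from independent animals. It also reported more label for both proteins in white matter vessels of obese mice, and more of the Cxcl5 protein in their serum. The libraries here do not test those measurements.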

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

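The results below were picked because the IP over input ratio of 3 animals on one diet lay above 0 and that of the 3 animals on the other diet below 0. Of 55 results looked at, 2 met this, and chance alone gives about 1.7. The rule was fixed beforehand, and the values set against these results here were chosen after the results were seen.

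For Nab2, the log2 ratio of IP over input was 2.23, 2.17 and 0.637 in the CFD animals 489, 555 and 556, and -0.177, -1.11 and -0.564 in the HFD animals 516, 517 and 676. The CFD mean exceeded the HFD mean by 2.3. The interaction in the edgeR model was -2.29 (SE 0.587), with an unadjusted p of 0.000773 and an adjusted p of 0.829, so the difference did not pass over all genes. For Itgb3, the ratios were -3.29, -2.44 and -1.25 in the CFD animals and 0.0187, 4.98 and 1.3 in the HFD animals, a difference of the means of -4.43. The edgeR interaction was 10.6 (SE 2.92), with an unadjusted p of 0.00141 and an adjusted p of 0.829. With no filter the edgeR adjusted p of this interaction was 0.0315, under the threshold. The ratio of animal 516 rested on 1 count in IP and 1 in input.

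Single-library noise is a candidate explanation for the Itgb3 result. Genes with at least 10 CPM in 1 IP library and at least 20 times the level of each of the other 5 numbered 79, 35 and 8 in HFD IP and 44, 38 and 52 in CFD IP, a ratio of the means of 0.91, or of 0.481 without animal 516 and 1.28 without animal 676. Without animal 517 the log2 fold change of Itgb3 between the IP groups was 4.23 in place of 8.86, with an edgeR adjusted p of 0.663, over a range of 0.000191 to 0.663 across the alternatives. For Nab2, the log2 fold change between the IP groups stayed between -2.53 and -2.04 across the fits that left out 1 animal, which argues against a single library as its source. Thinning to one depth left it at -2.38 with an adjusted p of 0.0862, which argues against depth. With the GC trend removed it was -2.15 in place of -2.31, with an SE of 0.52 in place of 0.43 and an edgeR adjusted p of 0.258, so that its size changed little and GC content stays open. The adjusted p of Nab2 ran from 4.91e-06 to 0.463 over the alternatives, in edgeR, DESeq2 and limma. A response to diet in either gene stays open, as does a chance selection, since 2 results of this kind are about what chance gives.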

How the results depend on the processing

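The recovered fit of the authors, the GC offset and the thinned counts were chosen after seeing the data. All other alternatives were chosen before. The counts of called genes are given for HFD IP against CFD IP (8 genes), CFD IP against CFD input (27), HFD IP against HFD input (2), HFD input against CFD input (0) and the interaction (0). RLE scaling gave the same genes in all 5 comparisons. The alternatives laid down for a table of FPKM without counts, a pseudocount of 0.1, an FPKM filter against none and quantile normalization among them, were not run, since the table held counts.

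With no filter the counts were 219, 312, 79, 3 and 44. The likelihood ratio test gave 227, 277, 4, 0 and 37, and DESeq2 gave 770, 816, 160, 31 and 121. DESeq2 left 1059, 819, 13080, 556 and 556 of 14354 genes without an adjusted p. Its 160 calls in HFD IP against HFD input were therefore adjusted over far fewer genes than in the other fits. In each of these fits all 8, all 27 and both genes of the first 3 comparisons were among those called. Without Rn45s and Lars2 the counts were 5, 22, 0, 0 and 0, and the losses in the first 3 comparisons include those 2 genes by construction. At an adjusted p under 0.05 they were 2, 3, 2, 0 and 0. Fits to only the 6 libraries compared gave 3, 14, 0 and 0 in the first 4 comparisons. The recovered fit gave 172, 241, 9, 1 and 20. The GC offset gave 0, 1, 0, 0 and 0 among 13691 genes, where Rn45s had no GC value and was left out. Counts thinned to one depth without the rRNA features gave 4, 28, 0, 0 and 0. Apart from genes left out, the cause was not tested.

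The replicate block gave 5 genes in the first comparison, all of them among the 8, and the 3 higher genes were lost. Since limma voom replaced edgeR in that comparison, the effects of block and test cannot be told apart there. The block gave 139 genes in CFD IP against CFD input, 24 in HFD IP against HFD input, and 0 in the other comparisons. Among the marker sets it gave 2 sets in HFD IP against HFD input in place of 1, and the number of plotted markers towards IP was 1 in place of 0 for pericytes in CFD and 2 in place of 3 for endothelial cells in HFD. It changed no other call or marker number among the results recomputed with it, and the marker sets of the comparisons between diets were not recomputed with it.

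Across the 6 fits that each left out 1 animal, the counts ran from 1 (without 517) to 20 (without 489), from 2 (without 555) to 52 (without 516), from 0 (without 516) to 35 (without 676), from 0 to 1, and from 0 to 1. The IL-17 family and Cxcl5 gave 0 called genes in all of these, 1 with no filter, 2 with the likelihood ratio test, 1 with DESeq2 and 2 with the recovered fit, all in HFD IP against CFD IP. In the other 4 comparisons the number was 0 in every fit. In HFD IP against CFD IP, DESeq2 and the fit to 6 libraries gave no value for Il17rb, and Cxcl5 had none in the fits without Rn45s and Lars2, to 6 libraries and to thinned counts. For Il17rb in this comparison, the edgeR and limma adjusted p-values ran from 0.0657 to 0.961 over the alternatives that tested it, and for Cxcl5 the adjusted p-values ran from 0.00373, with DESeq2, to 0.602.

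The number of marker sets past the threshold in HFD IP against HFD input was 1, and 0 with fry or an estimated correlation. In HFD input against CFD input it was 3, and 0 with either. Across the fits that left out 1 animal it ran from 0 to 3 in both, from 0 to 1 in HFD IP against CFD IP and in the interaction, and was 0 in CFD IP against CFD input. The endothelial set in CFD IP against CFD input had camera adjusted p-values from 0.456 to 0.957 in these fits, and its direction reversed, at 0.957, without animal 556. In HFD IP against HFD input the values ran from 0.0598, without animal 516, to 0.946, in every case lower in IP. Over all alternatives the ranges were the same.

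Of the 243 recomputed values of the results that answer a comparison, 176 were the same, 30 weaker, 36 stronger and 1 reversed, the endothelial set in CFD IP without animal 556. Counts of moderate difference were taken as the same, such as 21 or 40 against 27 genes in CFD IP against CFD input. Many of the 176 were counts of 0 that stayed 0, such as those of the IL-17 family. The number 176 alone therefore does not show stable results. Over the other genes, sets and marker numbers named, 548 recomputed values were compared with the reported ones. Of these, 417 kept their direction and side of the threshold, 98 were weaker, 22 stronger and 11 moved, and none of the 548 reversed. The ratio of the Rn45s share in HFD IP to that in CFD IP stayed between 0.435 and 0.462 when 1 animal was left out. At the spread seen here, 60.4% of simulated log2 changes of 4 and 18.4% of those of 2 were found, which limits what a missing call shows.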

Other observations

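The tests of Lars2, Mir6236, the rRNA share, the counts of Il17rb relative to its neighbours, and simulated endothelial rises under 4-fold were chosen only after their results or the values behind them had been seen. The tests of immune cells and of GC content were chosen before, but after their values were seen the first was parted by cell type with new rules and the rule for the second was made more cautious.

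The number of genes here was 3 higher and 5 lower. Both are lower than the values quoted from the study above. With no filter, TMM scaling, trended and then tagwise dispersions and a likelihood ratio test, 172 genes were called, all 172 shared with the authors' deposited table, so that the fit is a candidate source of that difference in this comparison. For CFD IP against CFD input the same fit called 241 genes, all 241 among the 250 of the authors' deposited table, and for the difference between diets 20, all 20 among its 22, so it did not recover every call. Il17rb was at least 63.9-fold and Cxcl5 at least 78.1-fold higher in HFD IP. In the authors' deposited table the log2 fold changes of Il17rb and Cxcl5 are 8.835 and 11.35. The fold increases quoted from the study above carry the digits of these log2 values, and the study elsewhere calls the one for Il17rb a log-fold change. Read as log2 values, they do not differ from those fitted here, and only if the one for Cxcl5 is a linear fold is it lower than the bound here. The fitted log2 fold changes were 8.83 and 11.35, a linear ratio of 454 for Il17rb and of 2610 for Cxcl5. With at most 1 count in any CFD IP library, the counts do not fix the size of these ratios, and only the lower bounds hold. The edgeR adjusted p-values were 0.322 for Il17rb and 0.314 for Cxcl5, over ranges of alternatives given in the part before. Both are higher than the rates quoted from the study above. The likelihood ratio test of the recovered fit gave adjusted p-values of 0.0901 for Il17rb and 0.064 for Cxcl5, close to those rates. Library totals averaged 26552286 ± 4471154 counts assigned to genes (SD, n = 12 libraries).

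Many calls in HFD IP leaned on 1 library. Of the 112 genes that the recovered fit called higher, the top library was that of animal 516 for 59, of animal 517 for 44 and of animal 676 for 9, and it held over 90% of the HFD IP level for 30 of them, with a median of 68.9%. Of the 60 genes it called lower, the top CFD IP library was that of animal 556 for 29, of animal 489 for 16 and of animal 555 for 15, and it held over 90% of the CFD IP level for 7, with a median of 48.6%. For 49 of the 60 the groups did not overlap. For 85 of the 112 the groups did not overlap, where chance gives 10% of all genes in 3 against 3, a share that selection by the test raises. The 3 genes called higher by the quasi-likelihood test had groups that did not overlap and no library over 90%, with a median of 70.6%. Few RNA molecules behind each pulldown library may explain this. Genes high in 1 IP library, with at least 10 CPM and at least 20 times the level of each other IP library, numbered 44.7 ± 7.02 in CFD IP and 40.7 ± 35.8 in HFD IP (SD, n = 3 each), a ratio of 0.91, against 7 ± 5.29 and 7.33 ± 0.577 among the inputs (SD, n = 3 each). The ratio was 0.481 without animal 516 and 1.28 without animal 676, so it rests on few libraries, and it gives no excess on the high-fat diet beyond that spread. Why calls leaned on 1 library more often among the higher genes than among the lower is not explained by it and was not tested. The HFD IP library of animal 676 had 8 of them, fewer than the 35 to 79 of the other IP libraries, and 23 after thinning to one depth. Its deviations from the group mean correlated with those of the input of the same animal at 0.19 across genes, the highest of the 6 animals, where genes are not independent replicates. A lower depth of non-rRNA counts in CFD IP, 16938767 ± 652726 against 25418443 ± 1530252 in HFD IP (SD, n = 3 each), was examined by thinning. At 16428115 counts in each library, the recovered fit called 118 genes higher and 71 lower. That argues against depth as the source of the number of calls. Genes high in 1 IP library then numbered 44.7 ± 4.93 in CFD IP and 46.3 ± 28.4 in HFD IP (SD, n = 3 each). How far the calls leaned on 1 library after thinning was not measured, so depth stays open for the leaning itself. Whether platelets or neutrophils were the source of the high genes in the IP of animal 517 cannot be decided from marker counts. Il17rb at 904 counts and Cxcl5 at 1062 were among those genes. Of 8 listed platelet genes, 6 had 0 counts in this IP library, with a median of 0, and the other 2, Gp1bb and Nrgn, were lower there than in the mean of the other 5 IP libraries. The 8 listed neutrophil genes had at most 4 counts, with a median of 1. However, the plotted endothelial markers Cldn5, Meox1 and Foxq1 also had 0 counts in this library, while Egfl7 had 1 and Vwa1 150. Missing markers therefore do not exclude a cell type there. Macrophages stay open. Over 9 listed genes above the floor, the median log2 level in the IP of animal 517 over the mean of the other 5 was 0.413, with 6 genes higher, such as Itgam at 58.9 CPM against 33.7, and 3 lower, such as Cd68 at 2.25 against 27. The inputs held each of these 9 genes too, and a diet response in some of them stays open as well.

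Other splits of the same samples were fitted, 10 in each case, so that no share can fall under 0.1. For HFD IP against CFD IP, 1 of the 10 splits of the 6 animals, the real one, gave as many as 8 genes, and the next gave 4. For the recovered fit, 2 of the 10 splits gave as many as 172 genes, and the 9 other splits gave from 65 to 193. For HFD input against CFD input and for the interaction, all 10 splits gave 0 genes or more, as the real split gave 0. For IP against input, 1 of the 10 splits of the 6 libraries gave as many genes in CFD and 1 of the 10 in HFD, the real ones, and the 9 others gave 0. Of these splits, 4 part the libraries of all 3 animals, and 1 of the 4, the real one, reached the number in each diet.

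Lars2 and Mir6236 moved with Rn45s. Reads of ribosomal RNA counted under Lars2 may explain its change between diets. Among 4310 genes with a mean of at least 1000 counts, Lars2 ranked 1 for the steadiness of its log2 ratio to Rn45s, with an SD of 0.105 over 12 libraries, against 0.5 for the next gene and 1.4 for the median gene, while its own CPM ranged over 17-fold. For Mir6236, which ranked 8 with an SD of 0.653, the same explanation may hold in part. Whether the lower Rn45s share in HFD IP, at 0.449 of that in CFD IP, came from the preparation or from diet cannot be told apart, since the labels give no batch and each diet has its own animals.

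The IP against input changes followed GC content across genes, but whether it accounts for the called genes stays open. Across 6071 genes of at least 20 mean CPM, 96.7% of all such genes, the log2 change in CFD followed the GC content of the transcript with a Spearman rho of 0.43, where genes are not independent replicates. The rho was 0.395 in HFD. The log2 change between diets, HFD over CFD, had a rho of -0.244 in IP and -0.256 in input. The comparisons of diets thus carry a GC trend too. Of the 23 genes called higher in CFD IP that had a GC value, 22 lay above the median GC of 49.7%. With the trend removed as an offset, 1 of the 25 called genes with a value, Lars2, was still called. The offset did not lower the signal as a whole, as genes with an unadjusted p under 0.05 went from 1697 to 1805 in CFD and from 935 to 1642 in HFD. The called genes kept a median of 0.978 of their log2 change in CFD, and 24 of the 25 kept at least 75%, while their median SE rose from 0.391 to 0.455. The calls were therefore lost with larger errors more than with smaller changes. For length the rho was 0.112, too weak to decide. Whether GC content acts through preparation or marks the transcripts that the pulldown holds was not tested.

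Camera did not call the endothelial set in CFD IP, with an unadjusted p of 0.429, although its summed IP over input ratio was above 0 in the 3 CFD animals, at 0.105, 0.957 and 2.56 on the log2 scale. Too few counts to find a 4-fold rise of every gene is argued against, because such a rise of the 15 genes simulated into CFD IP gave an unadjusted camera p under 0.05 in 97% of 100 simulations, against 3% without a rise. In a second series, adjusted over the 40 tests as reported, a 4-fold rise was found in 73% of simulations, a 2-fold rise in 13% and a 1.59-fold rise, the mean over all 6 animals, in 4%. A rise of 2.31-fold, the mean summed ratio of the 3 CFD animals, was found in 44%, and gave an unadjusted p under 0.05 in 73%. A rise of that size shared by all 15 genes could be missed after adjustment. In most simulations its unadjusted p was under 0.05, unlike the p seen. In the data, however, 8 of the 15 genes were higher in CFD IP, with a median log2 fold change of 0.13. Whether such an uneven change could be missed was not simulated. The simulations drew genes independently of each other. RNA from all cells of the tissue in the pulldown stays open. The endothelial set had the highest IP over input ratio of the 8 sets in 2 animals, 555 and 556, both on CFD, and the highest set in the other 4 animals was each time a different one.

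Il17rb was higher in the HFD inputs than in the CFD inputs in 3 of 3 animals, although the IP libraries of 2 of these animals held 1 count each. Reads from its neighbours at a steady share are argued against. The Il17rb counts were 5.91% to 28.3% of the summed Actr8 and Chdh counts in the HFD inputs and 0.1% to 1.15% in the CFD inputs, a difference of 5.41 in the mean log2 share, with SDs of 1.17 and 1.86 (n = 3 each). Chdh had a log2 change of 1.42 (SE 1.12) and Actr8 of 0.31 (SE 0.881) between the inputs, with unadjusted edgeR p-values of 0.218 and 0.728. Chance among many genes stays open. The lowest HFD input stood 18.3-fold above the highest CFD input, and 6 of 24060 genes, Il17rb included, had as large a gap between the diets, all 6 higher in HFD. The 9 other splits of the 6 animals gave from 2 to 7 such genes. A diet effect in cells other than those pulled down remains an untested hypothesis.

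Xist reached 133 counts in the HFD input of animal 676 and 0 in the IP of the same animal, while Ddx3y had 944 and 755 counts there. Whether material of another animal is in this input was not tested, so the values of this library carry that doubt. Il17rb was also high in the HFD inputs of animals 516 and 517, at 118 and 87 counts, and without animal 676 its log2 fold change between the inputs was 5.24.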
